A study of Homo sapiens with 4 samples.

How the data were processed

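Poly(A)-selected, stranded RNA libraries were prepared from total RNA of HEK293 cells treated with a negative control siRNA or with siRNA against CNOT4, per the labels' protocols. The sequence of the siRNA was not used here. Each of the 4 libraries has a deposited table of TPM (length-normalized transcript abundance scaled to a fixed sum) for 20457 gene symbols, per the file headers. The authors' aligner, counting method, genome build and annotation are not stated in the labels or headers, and neither is whether the counting used strand. The replicates were not pooled. The TPM values of each library sum to 1000000, so a rise in a few abundant genes lowers all other values. Among the symbols, 28 had been turned into dates by spreadsheet software and 2 occurred more than once in a table. Both kinds were kept as they stood, as separate features.

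The tables held no read totals. In libraries counted in whole reads, the TPM of a gene steps by what 1 read is worth. For features with values up to 0.1 TPM, the commonest ratio of these steps to those of siControl replicate 1 was 0.881 for siControl replicate 2, 1.05 for siCNOT4 replicate 1 and 1.06 for siCNOT4 replicate 2. Of the ratios, 95.4%, 98.2% and 98.1% were small whole-number ratios of that step. From 910 genes and their GENCODE lengths, the depth was estimated at 30.4, 29.5, 31.6 and 31.1 in units of 1e6 reads. This estimate assumes that the authors' gene lengths resemble those of GENCODE 29. Intervals for CNOT4 are exact Poisson intervals on these estimated reads at a confidence level of 95%. They were 5.72 to 7.21 and 4.16 to 5.36 TPM in siControl, and 2.86 to 3.97 and 3.25 to 4.43 TPM in siCNOT4. Reads without molecular identifiers are not independent molecules, so such intervals cover counting error only.

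Groups were taken from sample titles. TPM was transformed to log2(TPM + 1), and features with a mean TPM of at least 1 over all libraries were kept (14208). With this pseudocount, a fold change understates the change of genes of low TPM. Groups were compared with limma 3.58.1 (R 4.3.3), using lmFit and eBayes with a trend on mean expression, 2 libraries against 2 and no covariates. P values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. The prior degrees of freedom were 4.22. The rule for the genes the text names was CNOT4 plus the 5 largest positive and 5 largest negative log2 fold changes. These were taken among genes with an adjusted p under 0.05, a mean TPM of at least 5 and both siCNOT4 libraries on the same side of both siControl libraries. Groups, tests, covariates, this rule, the 10 gene lists and the alternatives were fixed before the data were examined, except where the closing section says otherwise.

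Codon measures came from GENCODE 29 transcripts (GRCh38). Of the features, 18438 matched by symbol, 964 through an older symbol, and 1055 did not match. Of the 14208 tested features, 13748 matched, 12893 were protein coding and 12832 had a complete coding sequence of at least 90 nt (99.5% of the protein-coding ones). The longest complete coding sequence represented each gene. GC3 was the share of its codons ending in G or C, and CAI used codon weights pooled over all coding sequences, 1 per gene. Spearman correlations were taken across genes, and the same correlations were computed for the differences between replicates of 1 group as the background. Partial correlations at fixed lengths or GC content were taken on ranks. The alternatives that adjusted the codon measures instead removed linear fits from the values before the Spearman correlation. For 3′ UTR GC alone the 2 ways gave -0.203 and -0.197 for GC3. The UTR measure needed a 3′ UTR of at least 100 nt.

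Gene lists were CCR4-NOT subunits, ribosome quality control, integrated stress response, p53 targets, interferon-stimulated, immediate early, cytosolic ribosomal proteins, ZNF-symbol zinc fingers, mitochondrially encoded mRNAs and replication-dependent histones. The mitochondrial list had 0 members among the listed symbols and gave no result. The lists share few members: 4 pairs of lists share 1 gene each. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Fry was run on the log2 values as they stood and after centring each library on its own median over all tested genes. That centring removes the difference between library medians, which is not the same as the median fold change. Each list's median was also compared with 10000 random lists matched on transcript length and mean expression, drawn from the 100 nearest genes of each member. Genes were drawn independently, so the random lists leave out correlation among the members of a list. Another 4 lists were written after the list results were seen and before their own test.

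The limma step was tested on simulated data with 200 changed genes, drawn for the siCNOT4 and siControl comparison from the real means and spread. At an imposed log2 change of 3, in a fit of 14128 genes, 147 of 200 changed genes were called (73.5%), and so were 6 unchanged genes. At a change of 1, 0 of 200 were called, while 173 had an unadjusted p under 0.05 and 198 had the right sign. In the real fit 5974 genes had an unadjusted limma p under 0.05, so its adjustment was less strict than in this simulation. An imposed GC3 slope of -1 was recovered as -1.00 over 12778 genes. A simulated trend with length alone gave a partial correlation with GC3 of 0.032.

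Alternatives for the group comparison were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, TMM scaling, quantile normalization, eBayes without trend, the replicate number as a block, and each library left out in turn. TMM factors were computed by an own unweighted implementation that trimmed 30% of M values and 5% of A values, and were 0.968, 0.706, 1.19 and 1.23. For the codon measures, alternatives were the shortest complete coding sequence, leaving out ZNF-symbol genes, adjustment for lengths and expression, Pearson correlation and adjustment for 3′ UTR GC. The planned use of a canonical transcript became the shortest coding sequence, because this annotation release marks none. Removal of small RNA features, removal of each library's trend with length and GC (natural splines with 4 degrees of freedom), the APPRIS principal transcript, adjustment for lengths alone and the centring for fry were chosen after seeing the data. Other calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.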

Results

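RNA was measured by sequencing in 4 libraries of HEK293 cells, an established line derived from human embryonic kidney. CNOT4 is a RING-finger E3 ubiquitin ligase that associates with the CCR4-NOT complex, the main mRNA deadenylase complex of the cell. Its mRNA was targeted with small interfering RNA (siRNA, 10 nM for 72 h) in 2 cultures (siCNOT4), and 2 cultures received a negative control siRNA (siControl). The stated purpose was to ask what part CNOT4 plays in the effect of codon usage on expression. Each library was described by TPM values for 20457 gene symbols, which the authors scaled to 1000000 in each library. The siControl libraries listed 17661 and 17531 features above 0, and the siCNOT4 libraries 18667 and 18629, a difference of 1052 between the group means. A TPM of at least 1 was reached by 13724 and 13262 features in siControl and by 14543 and 14625 in siCNOT4, a difference of 1091. TPM keeps no read totals, but steps in the low values gave an approximate depth, in units of 1e6 reads, of 30.4 and 29.5 for the siControl replicates and 31.6 and 31.1 for the siCNOT4 replicates. The 100 most abundant features took 33.1% and 39.8% of all TPM in siControl but 26.6% and 25.5% in siCNOT4. The ribosomal protein genes alone took 23.0% and 28.4% against 17.8% and 17.0%.

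The targeted transcript was examined first. *CNOT4* lies on chromosome 7 (135361795 to 135510127, GRCh38, GENCODE 29). Its TPM was 6.43 and 4.73 in the siControl libraries and 3.38 and 3.81 in the siCNOT4 libraries, or 5.58 ± 1.20 against 3.59 ± 0.298 (mean ± SD, n = 2 each). The ratio of the group means was 0.644, with a 95% interval of 0.561 to 0.740 for counting error alone at the estimated depth, where the libraries held about 297, 248, 149 and 165 *CNOT4* reads. Both siCNOT4 libraries were below both siControl libraries. On the log2(TPM + 1) scale the fold change was -0.51 (SE 0.26), with a limma adjusted p of 0.184, so *CNOT4* was not among the differentially expressed genes. Leaving out siControl replicate 1 gave -0.32 and leaving out siControl replicate 2 gave -0.70. The median of all tested genes was higher in siCNOT4 by 0.50, and relative to that median *CNOT4* fell by 1.01. The alternative that moved the value most was quantile normalization, under which the fold change was -1.15 with a limma adjusted p of 0.0252. In the table of all genes, 582 of 14208 tested genes had a lower fold change than *CNOT4*.

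The replicates of the groups differed in how closely they matched. Across 14208 genes with a mean TPM of at least 1, the siCNOT4 replicates had a Pearson r of 0.994 on the log2(TPM + 1) scale, and the SD of their difference was 0.20. The siControl replicates had an r of 0.975, an SD of 0.48 and a median difference of 0.38, replicate 1 being higher. Between the groups, r ranged from 0.940 to 0.969. These correlations are across genes, which are not independent replicates. The median log2 fold change of siCNOT4 over siControl was 0.50, and 81.2% of tested genes had a positive value. That median was 0.29 without siControl replicate 2 and 0.71 without siControl replicate 1. Scaling by trimmed means of M values (TMM) brought it to 0.0087 and quantile normalization to 0.019, so directions below are also given relative to the median of all genes.

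At a limma adjusted p under 0.05, 1792 of 14208 genes differed between the groups, of which 1608 were higher and 184 lower in siCNOT4. An absolute log2 fold change of at least 1 was reached by 1220 of the higher and 83 of the lower genes. The share of higher genes was 89.7% for TPM as deposited, 50.7% after TMM scaling (632 higher, 615 lower), and 46.4% after quantile normalization (1010 higher, 1169 lower). It was 46.5% after removal of the length and GC trend of each library (1592 higher, 1835 lower). The numbers of genes higher and lower in siCNOT4 therefore depended on the scaling. Of the 1792 genes, 769 were also called after TMM scaling and 1010 after quantile normalization, in both cases with 0 calls of opposite sign. Relative to its size, the count moved most when the expression minimum was raised to a mean TPM of 5, which left 147 genes. In 77.1% of tested genes both siCNOT4 libraries lay on one side of both siControl libraries, a share that includes the general shift between the groups. After scaling, which removes that shift, it was 69.7% (TMM) and 69.6% (quantile normalization), against 33.3% by chance for a single gene and 2 libraries against 2. Genes move together within a library, so this share has no test.

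The 5 named genes with the largest increases among called genes with a mean TPM of at least 5 were *EGR1*, *CLIP3*, *TFPI2*, *SDCBP2-AS1* and *MIR612*. *EGR1* (chromosome 5, 138465490 to 138469315) had a TPM of 10.9 ± 4.97 in siControl and 95.9 ± 22.3 in siCNOT4, a log2 fold change of 3.07 (SE 0.35, limma adjusted p 0.0228). *CLIP3* (chromosome 19, 36014660 to 36033343) had 1.44 ± 0.523 against 17.9 ± 2.36 (log2 fold change 2.97). *TFPI2* (chromosome 7, 93885396 to 93890991) had 0.768 ± 0.299 against 12.1 ± 2.08 (2.89). The antisense RNA *SDCBP2-AS1* (chromosome 20, 1325405 to 1378734) had 2.32 ± 0.853 against 21.6 ± 1.32 (2.79). The use of strand in the authors' counting is not stated, and the opposite gene *SDCBP2* changed by 0.45 (limma adjusted p 0.236). *MIR612* (chromosome 11, 65444458 to 65444557) had 0.772 and 1.36 in the siControl libraries against 16.2 and 9.84 in the siCNOT4 libraries (2.74). This microRNA locus lies inside *NEAT1*, a long non-coding RNA that itself rose by 1.14 (limma adjusted p 0.0288), so its reads are uncertain in origin. All 5 had limma adjusted p values of 0.0228, and all errors given with ± are SD of 2 libraries. Coordinates are those of GENCODE 29 on GRCh38.

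The 5 largest decreases under the same rule were in *EIF4EBP1*, *NUPR1*, *GDF15*, *TSC22D3* and *NME2*. *EIF4EBP1* (chromosome 8, 38030341 to 38060365) encodes a translation repressor that binds eIF4E. It had a TPM of 455 ± 65.4 in siControl and 31.7 ± 1.07 in siCNOT4, a log2 fold change of -3.80 (SE 0.17, limma adjusted p 0.00534). *NUPR1* (chromosome 16, 28532708 to 28539174) had 50.1 ± 8.97 against 6.61 ± 1.84, a log2 fold change of -2.76 (SE 0.30). *GDF15* (chromosome 19, 18374731 to 18389176) had 14.7 ± 2.22 against 2.55 ± 0.358 (-2.14), and *TSC22D3* (chromosome X, 107713221 to 107777342) had 384 ± 32.9 against 91.7 ± 16.5 (-2.07). *NME2* (chromosome 17, 51165435 to 51171747) had 1864 ± 628 against 480 ± 15.5 (-1.91). Its exons are shared with the *NME1-NME2* readthrough transcript, which changed by -1.54, and the neighbour *NME1* changed by -0.75, so the division of reads among these symbols is uncertain. The last 4 genes had limma adjusted p values of 0.0228. For all 10 genes the difference between groups was larger than the difference between replicates. The rule that chose these genes asked for separated groups and large changes, so this is no separate evidence.

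**Figure D1:**
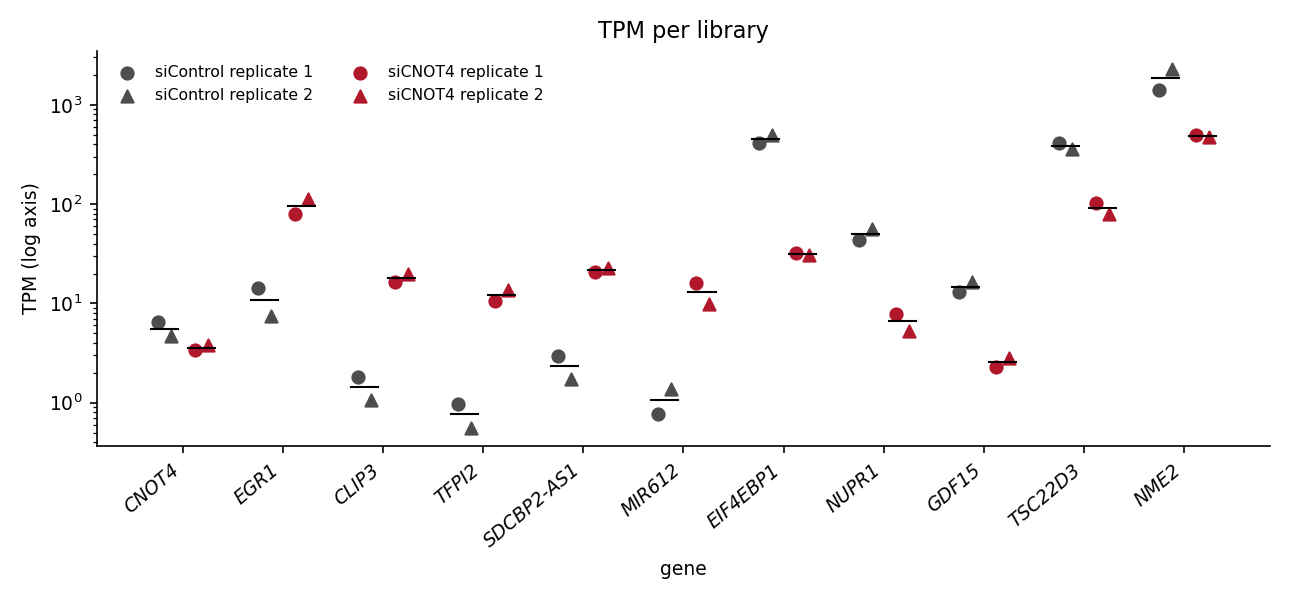
TPM (log axis) of CNOT4 and the 10 named genes in each library, with siControl in grey, siCNOT4 in red, replicate 1 as a circle, replicate 2 as a triangle and the group mean as a bar. The 2 siCNOT4 libraries lie on one side of the 2 siControl libraries for each gene, by the smallest distance for CNOT4 (means 5.58 and 3.59) and by the largest log2 fold change for EIF4EBP1 (-3.80). The rule that chose the 10 named genes required such separation.

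The comparison on codon usage used GC3, the share of codons ending in G or C, for 12832 tested genes with a complete coding sequence. The log2 fold change of siCNOT4 over siControl fell with GC3 (Spearman rho -0.337 across genes). The same correlation was -0.303 for the difference between the siControl replicates and -0.465 for the difference between the siCNOT4 replicates. The correlation between groups was thus slightly stronger than that within siControl and weaker than that within siCNOT4. In 5 equal groups of genes ordered by GC3 the median log2 fold changes were 0.77, 0.62, 0.47, 0.37 and 0.27. The group lowest in GC3 thus exceeded the highest by 0.50, compared with 0.38 between the siControl replicates and 0.16 between the siCNOT4 replicates. Without siControl replicate 2 that difference was 0.31 in place of 0.50. Among the alternatives listed for the codon measures, adjustment for the GC content of the 3′ untranslated region (UTR) moved the correlation most, to -0.197. Adjustment for lengths and GC content together, given below, moved it further.

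Computed in each library, the slope of log2(TPM + 1) on GC3 was -1.65 and -0.83 in siControl and -2.53 and -2.16 in siCNOT4, per unit of GC3. The group means were -1.24 ± 0.58 and -2.34 ± 0.26 (SD, n = 2), a difference of -1.10. The difference was -0.69 without siControl replicate 2. An exact two-sided permutation test gave p = 0.333, the smallest that 2 libraries against 2 allow. The slopes of the siControl replicates differed by -0.83 (replicate 1 minus replicate 2), against -1.10 between the groups. The 4 pairings of a siCNOT4 with a siControl library gave correlations of the fold change with GC3 from -0.396 to -0.188. Splitting the libraries by replicate number instead of by group gave -0.389, and the remaining split gave -0.175.

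The codon adaptation index (CAI), computed with weights from all annotated coding sequences, gave a Spearman rho of -0.251 with the log2 fold change. Between the siControl replicates it was -0.231 and between the siCNOT4 replicates -0.415. Of the 61 sense codons, the frequencies of all 30 ending in A or T correlated positively with the log2 fold change, and of the 31 ending in G or C, 3 did. The difference between siControl replicates gave 30 and 2, and that between siCNOT4 replicates 29 and 2.

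Codon composition varies with other properties of a transcript. GC3 had a Spearman rho of 0.856 with the GC content of the whole transcript and -0.190 with its length. The log2 fold change rose with transcript length (rho 0.399), and the difference between the siControl replicates did so more strongly (rho 0.654), while that between the siCNOT4 replicates did so weakly (rho 0.158). At fixed transcript and coding length the correlation of the group difference with GC3 was -0.289. At fixed lengths and 3′ UTR GC content, it was -0.159 in 11975 genes, against -0.041 between the siControl replicates and -0.211 between the siCNOT4 replicates. At fixed lengths and GC content of the whole transcript, it was -0.016, while whole-transcript GC at fixed GC3 and lengths retained a correlation of -0.141. The latter was -0.174 between the siControl replicates and -0.227 between the siCNOT4 replicates, both stronger than between the groups. The GC content of the 3′ UTR at fixed GC3 and lengths had a correlation of -0.049 with the group difference, against -0.162 and -0.176 within siControl and siCNOT4.

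**Figure D2:**
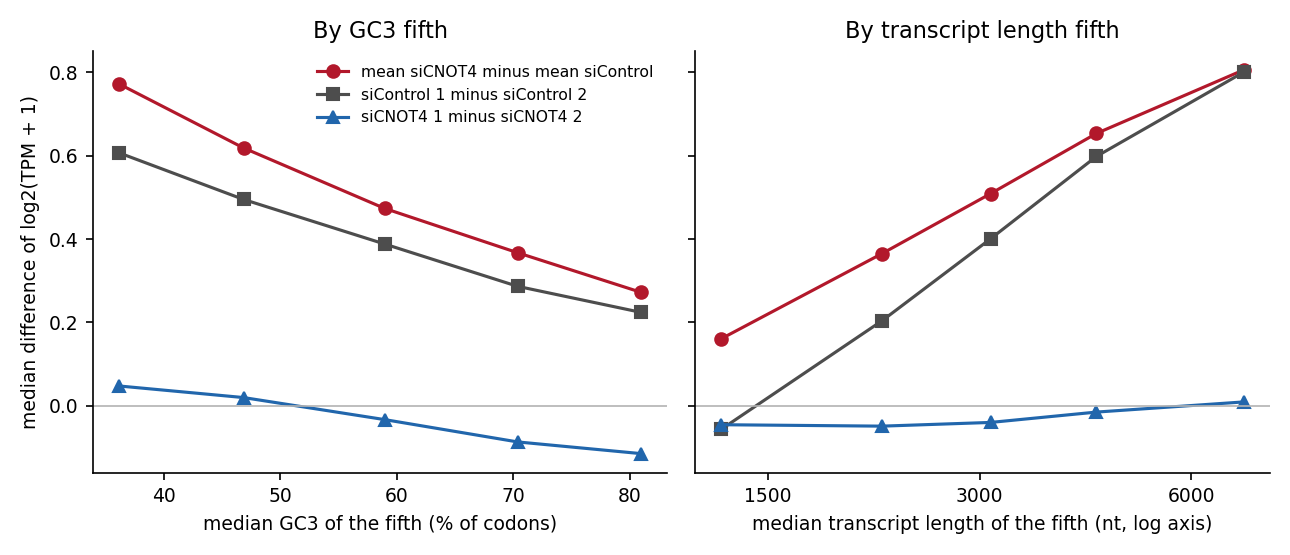
Median difference of log2(TPM + 1) in 5 equal groups of 12832 genes, ordered by GC3 (left, x axis in percent of codons) or by transcript length (right, nt on a log axis), for siCNOT4 over siControl (red circles), siControl replicate 1 over 2 (grey squares) and siCNOT4 replicate 1 over 2 (blue triangles). Between the groups the median fell from 0.77 to 0.27 with rising GC3, and between the siControl replicates it fell from 0.61 to 0.22; with rising length these medians rose from 0.16 to 0.81 and from -0.057 to 0.80.

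Of 10 gene lists, 9 had members in the tested set, and each was tested with limma's camera at a preset correlation of 0.01. Medians are given relative to the median of all tested genes, and p values were adjusted over the lists. The integrated stress response list (20 genes) was lower in siCNOT4, with a relative median of -1.18 (camera adjusted p 1.5e-18). It was lower in 4 of 4 pairings of libraries and 19 of 20 members were below the median of all genes. The 76 cytosolic ribosomal protein genes were lower by a relative median of -1.06 (camera adjusted p 2.7e-58) in 4 of 4 pairings, but the siControl replicates differed by -0.70 in the same list. The relative median of the ribosomal protein genes was -0.68 without siControl replicate 2 and -0.20 under quantile normalization. The 29 replication-dependent histone genes were higher by 0.82 (camera adjusted p 6.8e-05) in 4 of 4 pairings, while the siControl replicates differed by -0.18. Of 61 listed histone genes these 29 passed the filter, and the relative median was 0.25 over 55 genes without the filter (camera adjusted p 0.0217) and 1.58 over 14 genes at a mean TPM of at least 5. The 447 zinc finger genes with ZNF symbols were higher by 0.24 (camera adjusted p 0.0140) in 4 of 4 pairings, by 0.13 without siControl replicate 2, and the siControl replicates differed by 0.15.

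For TPM as deposited, with a pseudocount of 1 and a mean TPM of at least 1, none of these 4 list calls held under fry or under camera with an estimated correlation. The fry adjusted p values were 0.137 for the integrated stress response, 0.144 for ribosomal proteins, 0.0743 for histones and 0.178 for ZNF genes. The unadjusted fry p was under 0.05 for the integrated stress response (0.0455), histones (0.00826) and the interferon-stimulated list (0.0213). With each library centred on its own median over all tested genes, the fry adjusted p values of the 4 called lists were 0.0542, 0.204, 0.145 and 0.0851 in the same order. Centred fry passed the threshold in some other settings: for the integrated stress response and histones with a mean TPM of at least 5 (0.0260 each), for these and ZNF genes with a pseudocount of 0.1 (0.0493 each), and for the integrated stress response and ZNF genes after TMM scaling (0.0499 each). Over the settings without a block it ranged from 0.0203 to 0.0699 for the integrated stress response, 0.0979 to 0.204 for ribosomal proteins, 0.0203 to 0.588 for histones and 0.0493 to 0.820 for ZNF genes. The result of fry without centring also depended on the scaling. After TMM scaling fry called 4 of 9 lists, namely the integrated stress response, histones and interferon-stimulated genes (adjusted p 0.0235 each) and CCR4-NOT subunits (0.0351). After trend removal it called 8 of 9 lists, all but the immediate early genes (0.0755), whereas centred fry called the integrated stress response and histones (0.0203 each) and no other list. Under quantile normalization the integrated stress response, ribosomal protein, histone and ZNF lists had fry adjusted p values of 0.0699, 0.160, 0.0699 and 0.160. With the estimated correlation and TPM as deposited, the adjusted p values of the 4 lists were 0.345, 0.345, 0.688 and 0.995. The remaining lists were not called by camera with the preset correlation. Their relative medians were 0.35 for 21 interferon-stimulated genes (camera adjusted p 0.128), 0.21 for 21 ribosome quality control genes (0.982), 0.12 for 11 CCR4-NOT subunits (0.982), 0.064 for 19 immediate early genes (0.982) and -0.11 for 26 p53 targets (0.970). After removal of length and GC trends, the CCR4-NOT and ribosome quality control medians were below 0 (-0.27 and -0.013), and under quantile normalization the p53 median was above 0 (0.016).

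Single members were counted both adjusted over the list alone and adjusted over all genes tested. Adjusted over the list alone, 12 integrated stress response genes had an adjusted p under 0.05 (11 lower, 1 higher), and over all genes 8 did, all lower. The corresponding counts were 52 and 21 for ribosomal proteins, all lower, and 22 and 17 for histones, all higher. For ZNF genes they were 0 and 36, with 227 at an unadjusted p under 0.05, of which 223 were higher. For interferon-stimulated genes they were 13 and 5, for ribosome quality control 10 and 3, for p53 targets 10 and 6, for immediate early genes 8 and 4, and for CCR4-NOT subunits 4 and 0, with 6 at an unadjusted p under 0.05. Among the integrated stress response genes other than *NUPR1*, *STC2* (-1.58), *DDIT4* (-1.57), *CHAC1* (-1.53) and *MTHFD2* (-1.25) had the lowest log2 fold changes. In the histone list the highest were *HIST1H2BC* (2.72), *HIST1H2BJ* (2.61) and *HIST1H2BD* (2.43). Histone genes are near-identical copies of one another, so how the authors' counting divided reads among them is uncertain.

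**Figure D3:**
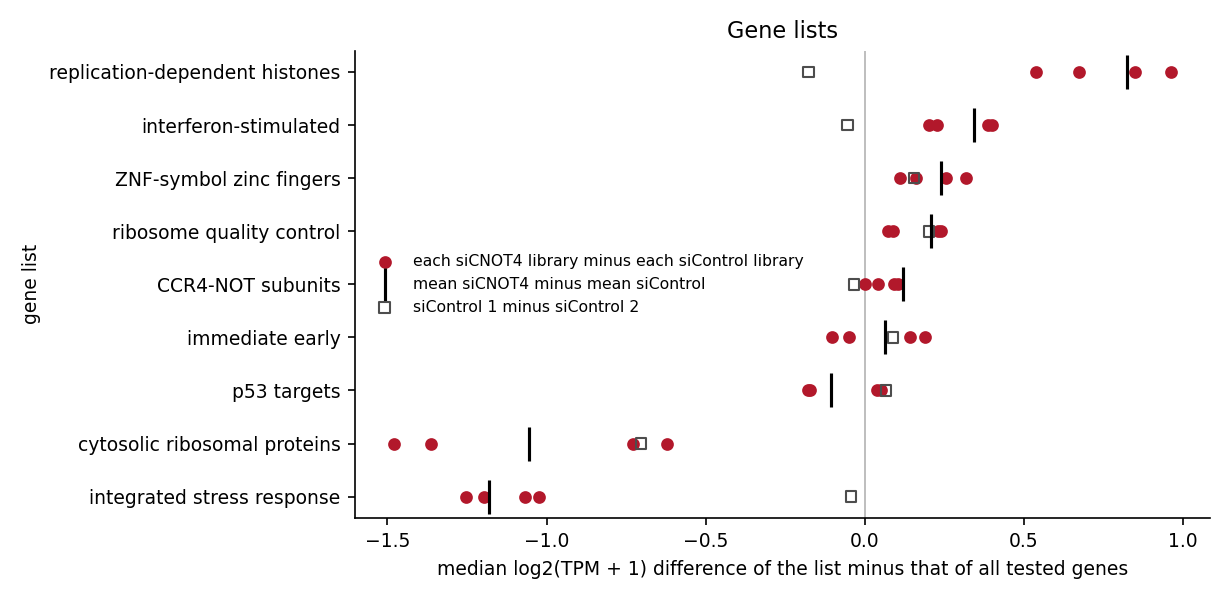
Median log2(TPM + 1) difference of each gene list minus that of all tested genes, for the 4 pairings of a siCNOT4 with a siControl library (red points), the group means (black bars) and siControl replicate 1 over 2 (open squares). The integrated stress response (-1.18) and histone (0.82) lists lie apart from the siControl replicate difference (-0.04 and -0.18), whereas the ribosomal protein list (-1.06) differed by -0.70 between siControl replicates; the CCR4-NOT and ribosome quality control lists fell below 0 when length and GC trends were removed, and the p53 list rose above 0 under quantile normalization.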

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

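The removal of small RNA features, the removal of length and GC trends, the APPRIS principal transcript, the adjustment for lengths alone and the centring for fry were tests chosen after the results were seen. All 10 named genes kept their direction in each alternative that gave a value, and a limma adjusted p under 0.05 in each that gave a test. Fits that left out one replicate gave no test, and MIR612 was absent once small RNA features were left out. GC3 and CAI results kept their direction in each alternative tried. Of the 30 A/T-ending codons, 29 were positive with a pseudocount of 0.1, and all were in each other alternative that gave a count.

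The CNOT4 fold change stayed negative throughout. It passed the threshold under TMM scaling (-0.95, limma adjusted p 0.0359), quantile normalization (-1.15, 0.0252) and trend removal (-1.14, 0.0110), all of which remove the general rise of 0.50. In the other alternatives without a block its adjusted p ranged from 0.147 to 0.220. With a mean TPM of at least 5 the gene was not tested, as its mean was below that. The 4 fits that each left out one replicate gave -0.70 to -0.32.

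The number of called genes (1792) was 558 with a pseudocount of 0.1 (478 higher, 80 lower), 908 without the filter (847, 61), 147 with a mean TPM of at least 5 (109, 38) and 756 without the trend in eBayes (703, 53). It was 1247 after TMM scaling (632, 615), 2179 after quantile normalization (1010, 1169), 3427 with trends removed (1592, 1835) and 2416 without small RNA features. No gene called in both was called in opposite directions. The share of higher genes was 50.7%, 46.4% and 46.5% under TMM scaling, quantile normalization and trend removal. Among counts restricted to an absolute log2 fold change of at least 1, the number of higher genes was smaller by more than 1.5 times in 7 alternatives and larger in 1, and that of lower genes was smaller in 4 and larger in 3. A higher minimum leaves fewer genes to test, but that alone does not explain its smaller count. With a mean TPM of at least 5, 1068 of the 1792 called genes were still tested, all with the same sign, and 147 of them were called. The cause of the changes in these counts was not tested. The median log2 fold change of all genes was 0.0087 under TMM scaling, 0.019 under quantile normalization and -0.0013 after trend removal, each of which centres the libraries by construction. It ranged from 0.29 to 0.71 when one replicate was left out.

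The replicate number does not pair the libraries by any label. Across the 14208 tested genes, the difference between the siControl replicates correlated at 0.171 with that between the siCNOT4 replicates. Genes are not independent replicates, and with 2 libraries per group this value cannot show a pairing. With the replicate number as a block, 3655 genes were called (3342 higher, 313 lower), CNOT4 had a limma adjusted p of 0.355, and the ZNF median of 0.24 had an adjusted p of 0.144 by camera. The block changed no other call of a list, of CNOT4 or of a named gene.

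Adjustment for 3′ UTR GC brought the GC3 correlation from -0.337 to -0.197 and the CAI correlation from -0.251 to -0.083. Fits that left out one replicate gave -0.383 to -0.257 for GC3, -0.295 to -0.193 for CAI, -1.52 to -0.69 for the slope difference and 0.31 to 0.69 for the lowest minus highest GC3 group. In those fits 30 of the A/T-ending and 2 to 3 of the G/C-ending codons were positive. Raising the detection minimum from above 0 to 0.1 TPM moved the difference in listed features from 1052 to 1247. Leave-one-out fits gave 987 to 1117, and 860 to 1322 for features with a TPM of at least 1.

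For the gene lists, trend removal reversed the CCR4-NOT median to -0.27 and the ribosome quality control median to -0.013. The p53 median became 0.042 without the filter and 0.016 under quantile normalization, and the immediate early median became -0.082 with a mean TPM of at least 5. Camera at the preset correlation called none of these. After trend removal fry without centring called 8 of 9 lists, among them the CCR4-NOT, ribosome quality control and p53 lists as lower (adjusted p 0.0153 each). After TMM scaling it called the CCR4-NOT list as lower (0.0351). The relative median of that list was then above 0 (0.069), against the direction of the call. Over the other settings the fry adjusted p of the CCR4-NOT, ribosome quality control and p53 lists ranged from 0.213 to 0.487, 0.155 to 0.835 and 0.0588 to 0.498. These calls did not hold when each library was centred on its own median over all tested genes (0.0979, 0.154 and 0.103 after trend removal, 0.141 for CCR4-NOT after TMM scaling). The interferon-stimulated list passed the threshold under TMM scaling (0.45, camera adjusted p 0.0130) and trend removal (0.34, 0.0447), while its camera adjusted p ranged from 0.0800 to 0.566 over the other settings at the preset correlation. The ZNF list lost its call under quantile normalization (0.14, camera adjusted p 0.0804) and trend removal (0.10, 0.0853), and otherwise ranged from 0.00103 to 0.0217 apart from the block. The estimated correlation and fry, with or without centring, lost 4 list calls for TPM as deposited, without changing the medians. This held with a pseudocount of 1 and a mean TPM of at least 1. The lists were the integrated stress response (-1.18), ribosomal protein (-1.06), ZNF (0.24) and histone (0.82) lists. With a mean TPM of at least 5, centred fry called the integrated stress response and histone lists (0.0260 each). With a pseudocount of 0.1 it called the integrated stress response, histone and ZNF lists (0.0493 each). With trends removed fry without centring called all 4 lists among its 8, and after TMM scaling the integrated stress response and histone lists among 4. The histone median was 0.25 without the filter and 1.58 with a mean TPM of at least 5, over 55 and 14 of the 61 listed genes in place of 29. The cause of the other changes was not tested.

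Leaving out one replicate gave list medians relative to all genes of -1.31 to -1.01 for the integrated stress response, -1.41 to -0.68 for ribosomal proteins, 0.61 to 0.96 for histones, 0.13 to 0.29 for ZNF genes, 0.20 to 0.41 for interferon-stimulated genes, 0.076 to 0.26 for ribosome quality control, 0.053 to 0.13 for CCR4-NOT subunits, -0.076 to 0.19 for immediate early genes and -0.18 to -0.016 for p53 targets. In simulated data with 2 libraries per group, a log2 change of 1 was called in 0 of 200 genes and a change of 3 in 147. Only 200 genes were changed there, which makes the adjustment stricter than in the data. The real fit called smaller changes too: of 1608 higher and 184 lower genes, 1220 and 83 reached an absolute log2 fold change of 1. Depth was weighed for CNOT4 alone: at 149 to 297 estimated reads per library, counting error by itself gives its ratio of 0.644 an interval of 0.561 to 0.740, which leaves out the spread between replicates.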

Other observations

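Of the tests here, the length test of the siControl difference and the trend-removal tests of the stress response and histone lists were chosen after the result was seen. The lists of tRNA synthetases, S phase genes and RNAs without a poly(A) tail were written after the list results were seen but before their own values were. The values of ATF4 were looked at because of those results.

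The siControl libraries differed from each other more than the siCNOT4 libraries did, and the difference followed transcript length, with a Spearman rho of 0.654 in 12832 coding genes and 0.326 in 464 non-coding ones. Median differences rose from -0.057 for the shortest group of genes to 0.80 for the longest. A loss of long transcripts in siControl replicate 2, for example by RNA degradation or by selection of short fragments, is a candidate explanation. The labels give no RNA quality or batch by which to tell these apart.

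Most genes were higher in siCNOT4, and TPM taken up by a few abundant genes in siControl was one reason to test. Rescaling without the 100 most abundant genes lowered the median log2 fold change from 0.50 to 0.32, and rescaling without ribosomal protein genes lowered it to 0.38. Abundant genes alone therefore left much of the rise in place. Since TPM gives relative amounts, whether total mRNA per cell differed stays open, and so does the length trend.

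The fold change fell with GC3, and several explanations were weighed. A length trend would leave no relation at fixed lengths, but -0.289 remained of -0.337. Without siControl replicate 2 a correlation of -0.257 remained, so the relation was not confined to that library. Replicates of 1 group gave -0.303 (siControl) and -0.465 (siCNOT4), both stronger, so the remaining value does not show a difference between the groups. GC content of the whole transcript and codon usage of the coding sequence cannot be told apart. At fixed 3′ UTR GC and lengths the correlation was -0.159, beyond the -0.041 of the siControl replicates but short of the -0.211 of the siCNOT4 replicates. At fixed whole-transcript GC and lengths it was -0.016. GC3 is itself part of transcript GC (rho 0.856), which keeps both open. In 464 non-coding genes, which have no codons in use, the fold change fell with GC content too (rho -0.143). So did the siControl difference (-0.229) and the siCNOT4 difference (-0.205). At fixed length these correlations were -0.091, -0.145 and -0.219. The GC3 relation may thus come in part from library preparation, and an effect of CNOT4 on codon usage is neither shown nor excluded.

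Integrated stress response genes were lower in siCNOT4. Length and GC trends are argued against by a relative median of -1.07 with the trends removed. The difference was not in siControl replicate 2 alone, since without it the median was -1.01, and between the siControl replicates it was -0.043. None of 10000 random lists matched for length and expression was as low, but these leave out correlation among members. Within this list it was estimated at 0.384, and camera with the estimated correlation gave an adjusted p of 0.345. Lower activity of the transcription factor ATF4 is a candidate explanation. It predicts that tRNA synthetase genes controlled by ATF4 fall more than the other cytosolic synthetase genes. The 12 ATF4-dependent genes had a relative median of -0.69, the 8 others -0.20, and the first were lower in 4 of 4 pairings of libraries. These pairings share libraries. Between the siControl replicates the medians were -0.029 and -0.30 in the same order, and between the siCNOT4 replicates 0.18 and 0.031. Under quantile normalization the medians were -0.36 and 0.030, so the direction of the others flipped there. ATF4 itself had a TPM of 1005 and 1151 in siControl and 358 and 352 in siCNOT4, a log2 fold change of -1.60 (SE 0.13, limma adjusted p 0.0228). It was chosen after its values were seen. EIF4EBP1, the gene with the largest decrease, changed by -3.80, while EIF4EBP2 changed by 1.07 (limma adjusted p 0.0593). Whether knockdown lowered this response or the control cultures had it raised (by medium, density or the control siRNA) cannot be decided with 1 control group, and an off-target effect of the siRNA was not tested. These explanations stay hypotheses, found and tested on the same data.

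Replication-dependent histone genes were higher in siCNOT4 in a poly(A) library. Length and GC trends are argued against by a relative median of 1.25 with the trends removed, against 0.82 before. The median depended on the genes counted, being 0.25 over 55 genes without the filter. More cells in S phase would raise 18 S phase genes, whose relative median was -0.28, with 16 of 18 below the median of all genes. Under quantile normalization it was 0.037, with 7 of 18 below the median of all genes, still far short of the histone genes (0.89). More RNA without a poly(A) tail in the siCNOT4 libraries could raise them. The 4 tested RNAs of this kind had a relative median of -0.61, but they ranged from -1.41 to 0.15 among the library pairings and differed by -0.68 and -0.75 between replicates of a group, so too few RNAs with too much spread keep this open. Longer tails or polyadenylated forms of histone mRNA stay open and were not tested.

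Ribosomal protein genes were lower in siCNOT4. Their short transcripts do not account for it alone, because their median of -0.55 was below that of each of 10000 matched lists, of which the central 95% lay between -0.23 and 0.018. A set-wide shift that also separates libraries of 1 group stays open: the list differed by -0.70 between the siControl replicates, against -1.06 between the groups, and the 2 cannot be told apart with 2 libraries per group.

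CNOT4 mRNA was lower in siCNOT4 by a ratio of 0.644, and counting error alone would need a ratio of 1, which lies outside 0.561 to 0.740. The siCNOT4 libraries had the lower value in 4 of 4 pairings. How much CNOT4 protein was left was not measured here.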
